A study of Mus musculus with 31 samples. Its data were reported in "Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells" (2019).

How the data were processed

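Polysomal RNA and matched total mRNA of Ba/F3 clones were analysed from 2 gene tables of 17 total mRNA and 14 polysomal libraries. Groups and replicate numbers were taken from the sample labels, which name the genotype, the clone and a replicate number from 1 to 3 for each library. All columns of both tables matched a label. Each of the 14 polysomal libraries was matched by clone and number to a total mRNA library, which left the total mRNA libraries of WT clone 28 with number 1, R98S clone 11 with number 2 and WT clone 36 with number 2 without a partner. A total mRNA library of WT clone 36 with replicate number 1 was not analysed here. The study left it out because it grouped with the R98S libraries in a principal component analysis, so the separation of the genotypes and the counts of calls in total mRNA are conditional on a selection of WT libraries by their profile.

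According to the methods of the study, sequencing libraries were prepared with a stranded poly(A) kit, the leading base of each read was removed with seqtk, and reads of rRNA and tRNA were removed with Bowtie2. The remaining reads were aligned to the mouse genome (mm10) and its spliced transcripts with Tophat, reads of low mapping quality were dropped and reads on exons were counted per gene. The counting tool, the annotation and the use of strand were not stated. Reads of the human RPL10 cDNA can align to mouse Rpl10, and genes with near-identical copies or overlapping exons can gain or lose reads in this scheme. The deposited values are a signal per gene, which the authors made by dividing read counts by DESeq2 size factors fitted within each table. Because the 2 tables were normalized separately, a level or a ratio set across them is relative to the average gene of each table.

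In each library the values were whole multiples of a single step, so that reads were recovered as whole numbers for 100% of the values. The tables list 41255 gene symbols, of which 36776 had a unique entry in the GENCODE mouse M21 annotation of the same genome build. Positions, transcript lengths and GC content came from that annotation, which covered 95.2% of the genes tested in total mRNA. Reads per library ranged from 8831180 to 22059792. Libraries of the same genotype and fraction were compared in pairs by chi-square over genes. The closest pair, the polysomal libraries of R98S clone 13 with numbers 1 and 2, had a chi-square per gene of 4.56, where sampling noise alone gives 1, and all libraries were kept as separate samples.

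The study compared genotypes with DESeq2 at a false discovery rate under 0.1. The design fixed before the data were examined used limma on normalized values in its place. Values were transformed as log2(value + 1), genes with a mean value of at least 10 were kept, and R98S was compared with WT within each table by lmFit and eBayes with a variance trend (limma 3.58.1, R 4.3.3). Fold changes are therefore on the log2(value + 1) scale and understate the change of low genes. Translational efficiency (TE) was the difference of the log2 polysomal and log2 total mRNA values of a culture, for genes with a mean of at least 10 in both tables. It was tested in the same way over 8 R98S and 6 WT cultures, which is a test of the genotype by fraction interaction on matched libraries. The study tested TE with Babel, which was not used here. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.1 are called different. All tests were two-sided. The libraries repeat 3 clones per genotype, and the main fits and SDs treat each library as independent. Their p values therefore measure the spread between libraries and not that between clones. Only the fits on clone means take the clone as the unit.

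The genes named in the report follow a rule set beforehand. They are Rpl10, the 5 serine and glycine synthesis genes, the 11 factors that the study discusses, and, in total mRNA and in TE, up to 5 called genes per direction with the largest fold change among genes with a mean of at least 100 and no overlap between the clone means of the genotypes. From any other list at most the 3 members with the smallest adjusted p could be named. In all, 9 gene lists were written by hand. These are the serine and glycine synthesis genes (5), the factors (11), JAK-STAT signalling (63), immediate early genes (43), the hypoxia response (30), the ATF4 response (39), ribosome biogenesis and rRNA transcription (131), cytosolic ribosomal proteins (78) and oxidative phosphorylation (75). Several lists were written after reading the study, which drew related genes from these libraries, and they are not independent of the data. The lists share members, and the ATF4 list holds 4 of the 5 serine and glycine synthesis genes. Lists were tested with camera at a preset inter-gene correlation of 0.01 in each of the 3 comparisons, and the 27 tests were adjusted together. Principal components were taken from the 500 most variable genes of each table.

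The replicate numbers were tested as a pairing of the libraries. Deviations of R98S and WT libraries with the same number from their group means correlated over genes with r = 0.62, 0.55 and 0.48 for numbers 1 to 3 in total mRNA, with 0.70, 0.67 and 0.87 in polysomal RNA and with 0.67, 0.54 and 0.81 in TE. The labels do not say what a number stands for. As the correlation was above 0.1 for every number, a fit with the replicate number as a block is printed beside a result where it changed the call or moved a count by more than 1.5 times.

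The scripts were tested on simulated data with the same depths, a dispersion of 0.05 and 200 genes changed by 2-fold. At an adjusted p under 0.1 limma recovered 100% of the changed genes in total mRNA (11136 genes tested, 8.68% of calls false), 99.5% in polysomal RNA (10710 genes, 9.13% false) and 74.5% in TE (10637 genes, 14.4% false). The share of false TE calls was thus above the nominal 10%. In the TE simulation DESeq2 had 22.6% false calls and edgeR 12.4%. The simulated libraries were drawn independently, with no effect of the replicate number or the clone. These shares therefore need not hold for the real libraries, which have both.

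Alternatives changed 1 choice at a time. They covered the pseudocount, the filter on low genes, TMM scaling and quantile normalization, robust variance estimation, edgeR's quasi-likelihood test (4.0.16) and DESeq2 (1.42.0) on the recovered reads, the threshold, the replicate block, clones as a correlated block or averaged to 3 against 3, a correction for transcript length, and fits that each left out 1 clone or number. In total 70 alternatives were listed beforehand. A further 18 were added after seeing the data: the block combined with correlated clones, with edgeR or with a GC correction, the GC correction alone, fits that each left out 1 library, the block in the correlation of changes, and fry with the block and quantile normalization in the gene list tests. Overlaps of exons and shared sequence windows of 50 bases among annotated transcripts were also examined after seeing the data. Figures were drawn with matplotlib 3.10.9.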

Results

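Polysomal RNA and total mRNA were sequenced from Ba/F3 cells, a mouse lymphoid cell line. RPL10 is a protein of the large ribosomal subunit, and R98S is an arginine-to-serine change in it that occurs in T-cell acute lymphoblastic leukemia. In all clones endogenous Rpl10 had been lowered by shRNA and human RPL10, either WT or R98S, was expressed from a retrovirus. Polysomal libraries hold mRNA from gradient fractions with at least 2 ribosomes per transcript, and total mRNA libraries were made from the same cultures. The 31 libraries came from 6 clones, namely R98S clones 11, 13 and 35 and WT clones 28, 29 and 36. There were 9 R98S and 8 WT total mRNA libraries, and 8 R98S and 6 WT polysomal libraries. Reads per total mRNA library ranged from 11471068 to 22059792 in R98S and from 9338671 to 17827021 in WT. Polysomal libraries had 8831180 to 20754046 reads in R98S and 13436103 to 20353757 in WT. The 10 most abundant genes took between 5.54% and 6.84% of the reads of a library. Replicate numbers were unevenly filled, and number 1 held 3 R98S polysomal libraries but only 1 of WT.

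The targeted gene was examined in every library. Rpl10 (chromosome X, 74270812 to 74273135, plus strand, mm10) had 1479 ± 651 normalized counts in R98S total mRNA (SD, n = 9) and 1816 ± 1614 in WT (SD, n = 8). The difference was smaller than the spread between libraries (log2 fold change -0.08, SE 0.32, limma adjusted p 0.885). WT clone 29 of number 1 had 5715 normalized counts while the other 7 WT libraries had 620.3 to 1757, and without clone 29 the log2 fold change was 0.32. In polysomal RNA Rpl10 was lower in R98S, with 1243 ± 564 (SD, n = 8) against 2977 ± 1617 (SD, n = 6), a log2 fold change of -1.20 (SE 0.36, limma adjusted p 0.0490), and 4 of the 8 R98S libraries lay below all WT libraries. Across alternatives the adjusted p of the polysomal difference ranged from 7.3e-05 to 0.289. TE of Rpl10 did not differ (log2 fold change -0.91, limma adjusted p 0.866). Reads of the human cDNA can align to this gene, and 85.4% of the 50-base windows of its transcript also occur in annotated transcripts of other genes, mainly processed copies. The level therefore does not measure the knockdown alone, and as all clones carry the shRNA it does not test the labels.

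To see what separated the libraries, principal components were computed. The leading component held 54.4% of the variance of the 500 most variable genes in total mRNA, and the genotype accounted for 91.5% of its variance. It placed R98S libraries between 7.27 and 43.1 and WT libraries between -37.4 and -27.3. This separation is conditional on the exclusion by the study of a further WT library, from clone 36 with number 1, because it grouped with R98S, and it is no independent test of the genotype. In polysomal RNA the leading component held 57.0% of the variance and was 98.7% genotype, while the next one held 17.01% and was 91.6% replicate number. In TE the leading component held 38.6% of the variance. There the replicate number accounted for 94.4% and the genotype for 2.25%. With all genes in place of the most variable ones the leading component of total mRNA held 41.2%.

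**Figure D1:**
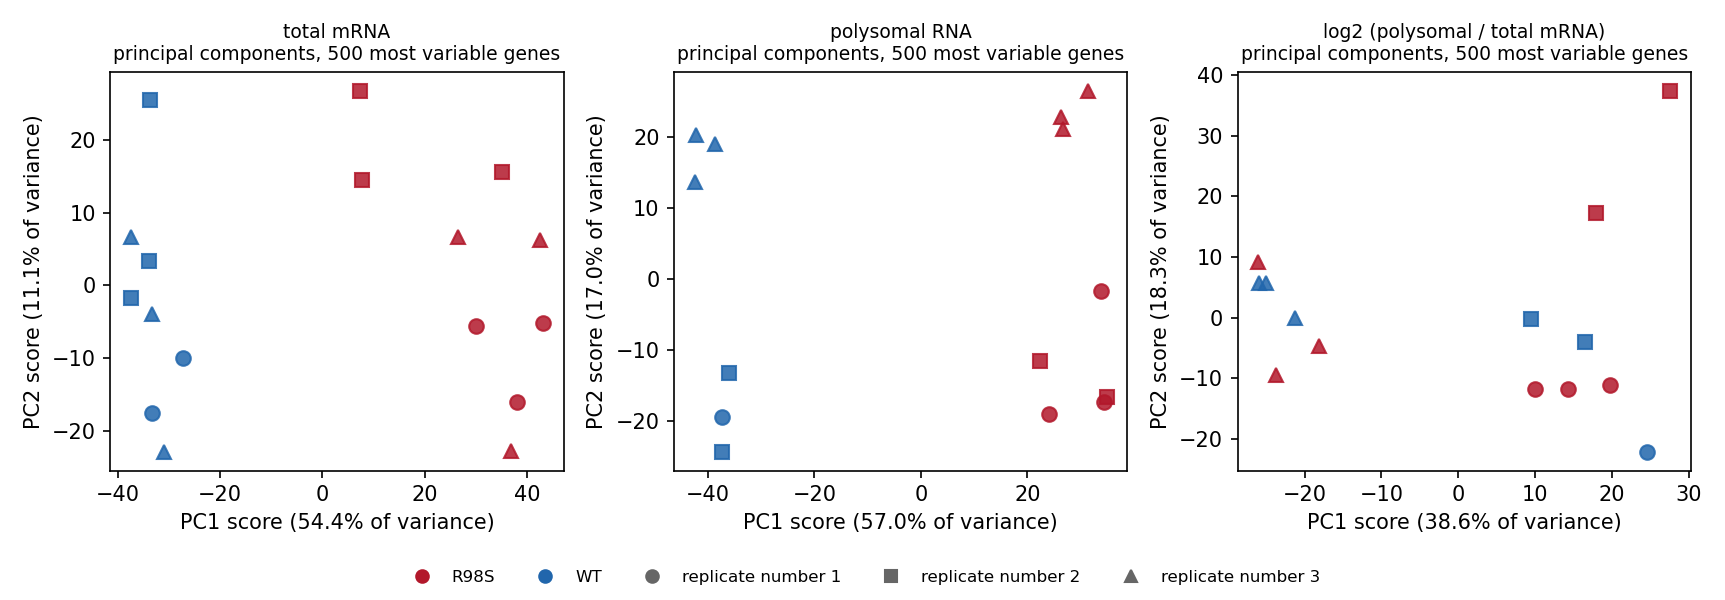
Scores of each library (total mRNA, polysomal RNA) or culture (TE) on the leading components of the 500 most variable genes, in log2 units, coloured by genotype and marked by replicate number, with the percent of variance on each axis. The genotypes are apart along the leading component in total mRNA (54.4%) and polysomal RNA (57.0%), and in TE the leading component (38.6%) follows the replicate number.

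The comparison of total mRNA asked how far transcript levels differ between R98S and WT cells. Of 11133 genes tested, 3369 differed at a limma adjusted p under 0.1, with 1610 higher and 1759 lower in R98S. An unadjusted p under 0.05 was reached by 3943 genes, where 557 are expected by chance. The median absolute log2 fold change of the called genes was 0.52, and 636 of them changed by more than 2-fold. Within replicate numbers 1, 2 and 3, taken alone, 1436, 221 and 1059 genes were called. Leaving out number 3 moved the count most, to 1322. The 3 clone means of each genotype did not overlap for 2986 of the called genes (88.6%), and for 40.1% of all tested genes, where chance gives 10%.

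Among called genes with a mean of at least 100, Bbs7 (chromosome 3, 36573142 to 36613477) had the largest increase, with 4228 ± 1720 normalized counts in R98S (SD, n = 9) and 1.27 ± 1.39 in WT (SD, n = 8), a log2 fold change of 10.95 (SE 0.31, limma adjusted p 5.7e-15). Lpgat1 (chromosome 1) and Gm973 (chromosome 1) had no more than 3 reads in any WT library and were at least 73.1-fold and at least 56.05-fold higher in R98S. Ptprcap (chromosome 19, log2 fold change 5.96) and Gpr183 (chromosome 14, 5.88) followed. All exonic bases of Ptprcap (100%) also lie in exons of Rps6kb2 on the opposite strand, which itself did not differ (log2 fold change 0.14, adjusted p 0.427), so the Ptprcap level is uncertain. All 9 R98S libraries were above all WT libraries for each of these 5 genes. The largest decreases were in S100a4 (chromosome 3, 90603771 to 90606045), with 7.63 ± 9.82 in R98S and 1609 ± 1277 in WT (log2 fold change -7.82, SE 0.62, limma adjusted p 3.7e-08), F13a1 (chromosome 13, -6.17), Olfm3 (chromosome 3, -5.98), Ank3 (chromosome 10, -5.63) and Ptplad2 (no position in the annotation used, -5.48). For S100a4, Olfm3 and Ank3 all 9 R98S libraries were below all WT libraries, against 8 for Ptplad2 and 7 for F13a1. Of the exonic bases of S100a4, 60.6% are shared with Gm42674 on the same strand, so its level is uncertain as well. All 10 genes changed in the same direction in polysomal RNA and were called there (limma adjusted p between 1.6e-11 and 3.2e-04).

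Polysomal RNA was compared in the same way. Of 10707 genes, 1449 differed at a limma adjusted p under 0.1, 820 higher and 629 lower in R98S, and 675 changed by more than 2-fold. An unadjusted p under 0.05 was reached by 2326 genes (535 expected). With the replicate number as a block 3307 genes were called, 1625 higher and 1682 lower, and these included 1448 of the 1449. The block together with a GC correction moved the count most, to 3842. The share of calls that were higher in R98S was 56.6%, against 52.8% with TMM scaling and 53.0% with quantile normalization, while after a correction for transcript length 943 calls were higher and 1107 lower. Within number 2 (2 R98S against 2 WT libraries) 309 genes were called and within number 3 (3 against 3) 2228. Number 1 held a single WT library and was not tested alone. Clone means did not overlap for 1349 of the called genes (93.1%) and for 27.2% of all tested genes (chance 10%).

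To learn how much of the polysomal difference followed total mRNA, the log2 fold changes were set against each other over 10627 genes and the 14 matched cultures. Across genes, which are not independent replicates, Pearson's r was 0.881 and Spearman's rho 0.662, the latter being the alternative that moved the value most. Changes from the same cultures share their chance values. With genotype labels permuted over the cultures 100 times the median r was 0.434 (range 0.0877 to 0.873), and no permutation reached the observed value (0 of 100). Within replicate numbers 1, 2 and 3 r was 0.729, 0.709 and 0.807. With total mRNA of numbers 1 and 2 set against polysomal RNA of number 3, which share no culture, r was 0.824. WT clone 29 moved the correlation of total mRNA and polysomal changes most among clones, as r was 0.757 without it. Of the genes called in either comparison and tested in both, 1026 were called in both, all with the same sign (556 higher, 470 lower). These were 71.3% of the polysomal calls. A further 413 genes were called in polysomal RNA alone and 2222 in total mRNA alone; whether the changes of these genes differ between the fractions is the question of the TE test.

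**Figure D2:**
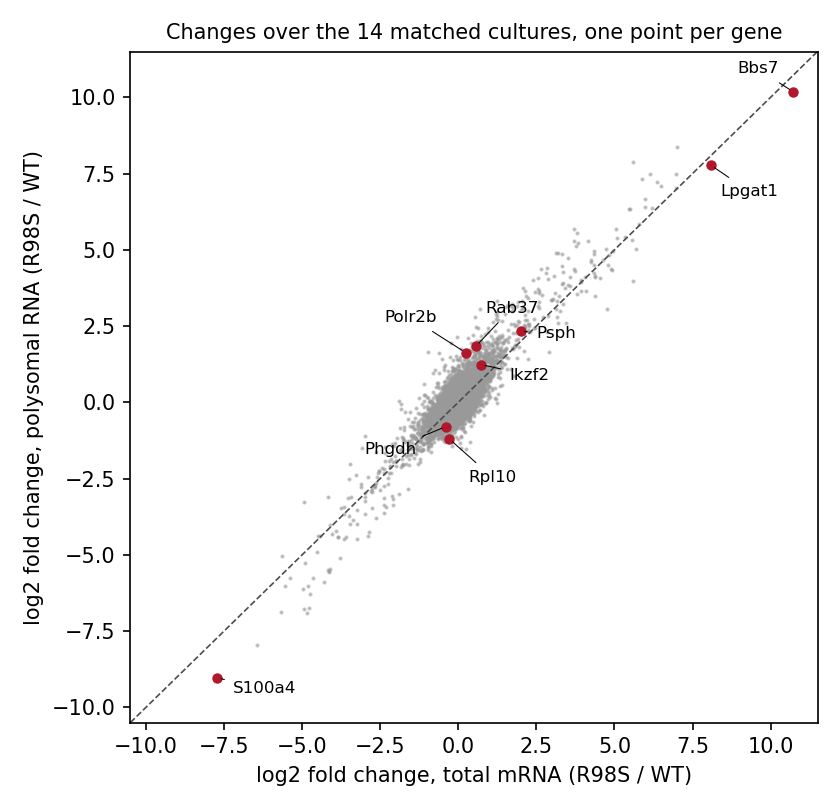
Log2 fold change (R98S over WT) in polysomal RNA (vertical axis) against total mRNA (horizontal axis) for each of 10627 genes, with named genes labelled. The points follow the diagonal, with Pearson's r of 0.881 across genes and 1026 genes called in both comparisons with the same sign.

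TE was tested over 8 R98S and 6 WT cultures. Of 10627 genes, 4 had a different TE at a limma adjusted p under 0.1, all higher in R98S, and 633 had an unadjusted p under 0.05 where 531 are expected by chance. With the replicate number as a block 50 genes were called (41 higher, 9 lower), including the 4, and 1313 had an unadjusted p under 0.05. The median standard error over genes was 0.29 without the block and 0.18 with it. The block combined with a GC correction moved the count most, to 154 (81 higher, 73 lower). A single culture decided part of the count, since 61 genes (32 higher, 29 lower) were called without WT clone 29 of number 1. Within number 2 (2 against 2 cultures) 6 genes were called, all 6 lower, and within number 3 (3 against 3) 25, of which 22 were higher. The share of TE calls that were higher in R98S thus differed between these fits. The R98S cultures of number 2 in TE were those of clones 13 and 35. Over the genes called in total mRNA, their total mRNA lay 37.7% and 36.1% of the way from R98S to WT. The TE values within number 2 rest on these cultures for R98S and are uncertain to that extent. Rab37 (chromosome 11, 115091431 to 115162236) had a TE log2 fold change of 1.28 (SE 0.18, limma adjusted p 0.0297), and Polr2b (chromosome 5, 77310147 to 77349324) of 1.40 (SE 0.23, limma adjusted p 0.0901). In both genes TE was higher in all 8 R98S cultures than in any WT culture. The adjusted p ranged across alternatives from 4.5e-08 to 0.916 for Rab37 and from 5.2e-05 to 0.916 for Polr2b. The remaining calls were Tmc4 (1.81, adjusted p 0.0901) and BC035044 (1.88, adjusted p 0.0914), which were chosen after their values were seen. With the block the TE of Ptprcap was also called higher (log2 fold change 2.41, adjusted p 0.0508, range over alternatives 0.0326 to 0.998), for which WT levels near 0 and the overlap with Rps6kb2 leave the ratio uncertain.

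The study followed serine and glycine synthesis, and the 5 enzymes of that pathway were examined in each comparison. Psph (chromosome 5, 129765558 to 129787449, minus strand), which encodes phosphoserine phosphatase, had 283 ± 122 normalized counts in R98S total mRNA (SD, n = 9) and 65.7 ± 12.3 in WT (SD, n = 8). The log2 fold change was 1.97 (SE 0.24, limma adjusted p 1.4e-05), which is 3.93-fold on the scale of value + 1, and all 9 R98S libraries were above all WT libraries. In polysomal RNA Psph had 536 ± 172 in R98S (SD, n = 8) and 104 ± 23.6 in WT (SD, n = 6), a log2 fold change of 2.32 (SE 0.22, limma adjusted p 4.4e-06), with 8 of 8 R98S libraries above WT. Its TE did not differ beyond the spread between cultures (log2 fold change 0.33, SE 0.35, limma adjusted p 0.929). With the block the TE log2 fold change of Psph was 0.58 (SE 0.22, limma p 0.0158), which did not pass adjustment over all genes (adjusted p 0.297, range over alternatives 0.264 to 1.00). Within numbers 1, 2 and 3 the log2 fold change of Psph was 2.67, 1.17 and 2.11 in total mRNA, 2.31, 2.24 and 2.60 in polysomal RNA and -0.15, 1.26 and 0.49 in TE. Within number 2 alone the total mRNA difference had an adjusted p of 0.125. The R98S cultures behind the TE value of number 2 were those of clones 13 and 35, whose total mRNA lay between the genotypes. Of the exonic bases of Psph, 26.1% also lie in exons of Cct6a on the opposite strand, a gene with a mean of only 11.0 normalized counts in total mRNA that did not differ (log2 fold change 0.12, adjusted p 0.849). The Psph level is uncertain to that extent, as the use of strand in counting is not stated.

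**Figure D3:**
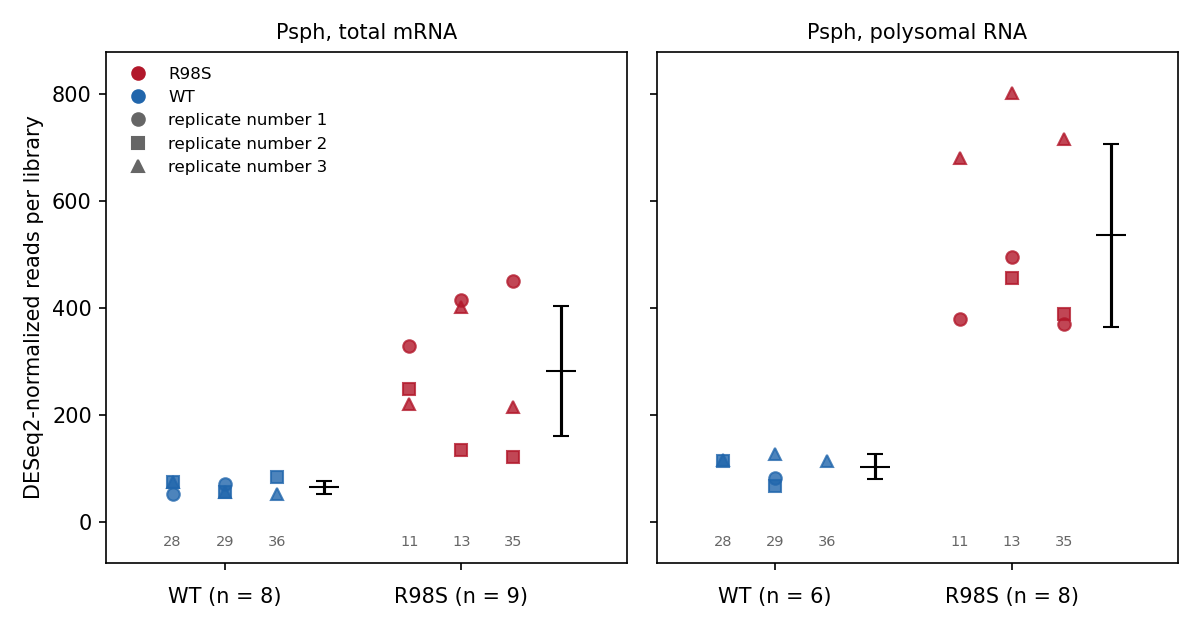
Psph normalized counts in each total mRNA and polysomal library, by genotype, with the clone number under each point and bars for the mean and SD. Every R98S library lies above every WT library in total mRNA (283 ± 122 against 65.7 ± 12.3) and in polysomal RNA (536 ± 172 against 104 ± 23.6). The tables were normalized separately.

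Of the other enzymes, Phgdh (chromosome 3, 98313170 to 98339990) was lower in R98S polysomal RNA, with 2699 ± 293 (SD, n = 8) against 4725 ± 811 (SD, n = 6), a log2 fold change of -0.80 (SE 0.14, limma adjusted p 0.00158), and all 8 R98S libraries lay below WT. Annotated transcripts of other genes share 63.1% of the 50-base windows of Phgdh, mostly a processed copy, Gm7901. Psat1 (chromosome 19, 15904678 to 15947337) was lower in polysomal RNA as well (log2 fold change -0.63, SE 0.18, limma adjusted p 0.0372, 7 of 8 libraries below WT). This Psat1 call was kept in 22 of 29 alternatives (adjusted p range 0.00190 to 0.253). In total mRNA neither was called (Phgdh -0.51, adjusted p 0.313; Psat1 -0.51, adjusted p 0.115), but with the replicate block both were (adjusted p 0.0572 and 0.0227). Across alternatives the total mRNA adjusted p ranged from 0.0155 to 0.863 for Phgdh and from 0.00780 to 0.849 for Psat1. Shmt1 and Shmt2 were not called in any of the 3 comparisons, except that the block called Shmt2 lower in polysomal RNA (log2 fold change -0.37, adjusted p 0.0986, range over alternatives 0.0436 to 0.728). Among the alternatives, 1 of 29 called Shmt1 in polysomal RNA (adjusted p range 0.0317 to 0.894). In total mRNA 1 of 30 called Shmt2 (range 0.0464 to 0.907). Over all genes tested, 1 of the 5 enzymes was called in total mRNA, 3 in polysomal RNA and 0 in TE, where Shmt1 had an unadjusted p of 0.0226. Adjusted over the list alone the counts were 2, 3 and 0. The study chose this pathway with the help of these libraries, so the counts adjusted over the list alone are not independent evidence. The count in total mRNA rose most, to 4, when number 2 was left out.

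The study discussed 11 transcription factors and signalling genes. Of these Hoxa13 and Nkx2-2 were listed at 0 in all libraries and Nkx2-1 in nearly all, so that 8 were tested. In total mRNA 4 were higher in R98S. Ikzf2 (chromosome 1, 69531214 to 69687245) had 7077 ± 1720 in R98S (SD, n = 9) and 4334 ± 1391 in WT (SD, n = 8), a log2 fold change of 0.74 (SE 0.19, limma adjusted p 0.00836). Pbx3 (0.36, adjusted p 0.0396), Jak1 (0.36, adjusted p 0.0713) and Stat5a (0.23, adjusted p 0.0750) were the others. Stat5a and Stat5b share part of their sequence (15.8% and 11.8% of windows), and across alternatives the adjusted p reached 0.195 for Pbx3, 0.335 for Jak1, 0.369 for Stat5a and, without number 3, 0.106 for Ikzf2. In polysomal RNA Ikzf2 (1.24, SE 0.24, limma adjusted p 0.00306) and Pbx3 (0.68, adjusted p 0.0173, up to 0.137 across alternatives) were higher. With the block Bcl2 (0.41, adjusted p 0.0328, range over alternatives 0.0328 to 0.672) and Fos (0.64, adjusted p 0.0894, range 0.0894 to 0.833) were also called higher there. None of the 8 was called in TE, where without the block Jak1 alone had an unadjusted p under 0.05 (p 0.0444 from limma, adjusted p 0.8293). With the block the limma p in TE was under 0.05 for Jak1 (lower, p 0.0162), Bcl2 (higher, p 0.0263) and Pbx3 (higher, p 0.0313). None of them passed adjustment (adjusted p 0.298, 0.344 and 0.357). Adjusted over the list alone and without the block, 4, 3 and 0 of the 8 were called. These counts are not independent evidence either, because the study predicted several of the factors from these and related libraries. It discussed Jak1 and Bcl2 from earlier work on R98S cells.

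Gene lists were compared with camera, and 11 of 27 tests passed a limma adjusted p of 0.1. Ribosome biogenesis and rRNA transcription genes were higher in total mRNA (127 genes, median log2 fold change 0.29, adjusted p 1.9e-05, 109 genes higher) and lower in TE (median -0.38, adjusted p 1.3e-14, 9 genes higher). ATF4 response genes were lower in total mRNA (33 genes, -0.35, adjusted p 0.00504) and in polysomal RNA (-0.40, adjusted p 3.3e-05). Hypoxia response genes were lower in total mRNA (26 genes, -0.50, adjusted p 0.00778) and higher in TE (0.29, adjusted p 0.00465). JAK-STAT genes were higher in polysomal RNA (52 genes, 0.22, adjusted p 0.0325) and in TE (0.13, adjusted p 0.00319). Oxidative phosphorylation genes were lower in polysomal RNA (75 genes, -0.30, adjusted p 0.0325), a call that was lost with the block (0.291) and with quantile normalization (0.308), and lower in TE (-0.34, adjusted p 3.2e-05). The factor list was higher in polysomal RNA (8 genes, 0.36, adjusted p 0.0375). Each of these directions was the same under every scaling tried. Across genes the TE fold change rose with transcript length without the block (Spearman 0.22) but not with it (-0.03). Gene lists were not tested with a length correction, so a length trend stays open as a part of the TE list results without the block. With the block the camera adjusted p of the oxidative phosphorylation list in TE was 0.0570. The lists of serine and glycine synthesis, immediate early genes and cytosolic ribosomal proteins passed in none of the comparisons. The ribosomal proteins were higher with the block in polysomal RNA (adjusted p 0.00236) and TE (1.9e-09) and higher with quantile normalization in TE (0.0191), but lower with clone means in TE (0.0163). Their TE range over alternatives was 1.9e-09 to 0.961, so neither direction is supported. Of the 11 calls only the ATF4 list in polysomal RNA held under fry (adjusted p 4.0e-04). Under fry with the block 4 of the 11 held, namely the ATF4 list (adjusted p 7.6e-04), the factor list (7.6e-04) and the JAK-STAT list (0.00427) in polysomal RNA and the hypoxia list in total mRNA (0.0350), and of 100 assignments of the genotype within numbers only the real one gave as many as its 5 calls. In contrast, 0 held when camera estimated the correlation between genes, where the ATF4 list in polysomal RNA was closest at 0.172. Among 100 random splits of the cultures 88 gave at least as many tests past the threshold, so the number of camera calls was not larger than in splits that mix the genotypes.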

Values the study reported

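The study reported that Psph transcription was 3.8 to 6.5 times higher in R98S than in WT cells over its datasets, and that Psph TE, taken from ribosome footprinting, was 2.5 times higher at a false discovery rate of 0.006. It listed 121 protein-coding genes with a different TE in ribosome footprinting, polysomal RNA sequencing or both, of which 67 remained after genes of low coverage were removed.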

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

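In 6 of 105 groups of libraries a single library stood apart from the rest of its group by Dixon's criterion, where 5.25 are expected by chance. The tests on the pair of libraries of R98S clones 13 and 35 described here were chosen after these values were seen. For the other 4 libraries no separate test of an explanation was made.

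Rpl10 had 5715 normalized counts in the total mRNA library of WT clone 29 with number 1. The nearest WT library had 1757 and the lowest 620.3. The polysomal library of the same culture had 2172, so the excess was not seen there. Reads of the human cDNA or of processed copies of the gene were not told apart from Rpl10 itself. This was also the culture whose polysomal and total mRNA libraries resembled each other least (r = -0.19).

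F13a1 had 5067 normalized counts in the total mRNA library of WT clone 36 with number 3, below the next WT library at 15348 and the highest at 30686. The polysomal library of that culture was the lowest of WT as well, with 856.7. Ikzf2 had 2043 in the polysomal library of R98S clone 13 with number 3, against 3721 in the next R98S library and 6207 in the highest, while the total mRNA of the culture had 9023. Ptprcap had 0 in the total mRNA library of WT clone 36 with number 2, where the other WT libraries had 3.43 to 12.1. These are few reads, of a gene whose exons all lie within another gene's exons.

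The last 2 genes stood apart in total mRNA libraries of number 2 that were intermediate between the genotypes. Lpgat1 had 140.6 normalized counts in R98S clone 13 (next library 270.3, highest 503.4), and Olfm3 had 55.2 in R98S clone 35 (next library 5.31). Over the 3369 genes called in total mRNA, refitted without the library in question, clone 13 of number 2 lay 37.7% and clone 35 of number 2 lay 36.1% of the way from R98S to WT, whereas the other 7 R98S libraries lay between -17.1% and 3.38%. The polysomal libraries of the same cultures lay at -5.60% and 11.2%. A bias by transcript length as the whole cause is argued against, as the libraries stayed at 37.2% and 36.1% after a length correction. Low read depth is argued against too, with 17535532 and 21030712 reads.

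RNA of the analysed WT clones mixed into these libraries was weighed next. The 15 transcripts read only in R98S were left at 44.1% of the level of the other R98S libraries in clone 13 and at 60.8% in clone 35, which calls for a WT share of 55.9% and 39.2%. The 19 transcripts read mainly in WT reached median shares of 55.3% and 41.9%, near what mixing predicts. In clone 13, however, 3 of the 19 (S100a4, Olfm3 and Gstm2) stayed more than 2-fold below the level that share calls for even in the lowest WT library. S100a4 was at 13.3 there, against 407.5 in the lowest WT library, Olfm3 at 5.31 against 116.7 and Gstm2 at 12.4 against 122.6. This argues against RNA of the analysed WT clones mixed into clone 13. In clone 35 only 1 of the 19, S100a4 (9.45), was that low, so RNA of the analysed WT clones mixed in stays open there. RNA from other WT cells, or a change in the cells of these cultures, was not tested and stays open for both.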

How the results depend on the processing

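The 70 alternatives listed beforehand and the 18 chosen after seeing the data gave 1511 values, not counting the fits that each left out a single library. Of these 1293 kept their direction and their side of the threshold or moved little, 97 were weaker, 43 stronger and 18 reversed, and 60 counts or other values moved. For single genes other than Psph 1013 of 1140 values were the same, 67 weaker, 43 stronger and 17 reversed. For the 11 gene list calls 47 of 77 were the same and 30 weaker. None of the listed alternatives was left out. DESeq2 gave no adjusted p for Ank3 and Fos in total mRNA, and alternatives that need a transcript length or GC content gave none for Ptplad2. Psph kept its direction and its call under all 30 alternatives in total mRNA (log2 fold change 1.64 to 2.39) and all 29 in polysomal RNA (2.14 to 2.45). Phgdh kept its polysomal call under all 29, and Psat1 under 22 of 29.

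The total mRNA count stayed within 1.5 times of 3369 in every alternative that kept all clones and numbers, with 3321 calls by edgeR and 3547 by DESeq2 on the recovered reads. Over the fits that each left out a clone, number or library it ranged from 1322, without number 3, to 3883, without WT clone 29 of number 1. It was 1882 without R98S clone 11 and 2227 without WT clone 28. Fewer libraries explain part of such drops, and the rest was not tested.

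The polysomal count of 1449 was 1450 by edgeR and 1906 by DESeq2. It moved to 925 with a mean of at least 100, which tests fewer genes, and to 3307 with the replicate block. With clone means, which have fewer samples but take the clone as the independent unit, it was 751. Block fits with a length correction gave 3508, with correlated clones 2381, with edgeR 3288 and with a GC correction 3842. Leaving out clones, numbers or libraries gave 599 (without number 1) to 2063 (without number 3). The block raised the count by removing the shift between numbers, which was 91.6% of the variance of the second polysomal component.

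The TE count of 4 moved the most in relative terms. It was 2 with a pseudocount of 10, 2 with a mean of at least 100, 2 with at least 10 in every library, 1 with TMM scaling, 1 with quantile normalization, 1 by edgeR, 38 by DESeq2, 1 at an adjusted p under 0.05, 80 with the clone as a correlated block, 0 with clone means, 1 with a GC correction and 0 with the unpaired interaction of genotype and fraction. With the replicate block it was 50, and the block gave 64 with a length correction, 59 with correlated clones, 64 by edgeR and 154 with a GC correction. Leaving out clones, numbers or libraries gave 0 to 64, with 64 without WT clone 29 and 61 without its culture of number 1 alone. The cause of these moves was not tested, except that the block lowered the median standard error from 0.29 to 0.18. In simulated TE data, which had no effect of the replicate number or the clone, DESeq2 had 22.6% false calls. With number 1, 2 or 3 left out the blocked fit called 78, 46 and 8 genes, of which 28, 23 and 3 were among the 50. Rab37 kept its TE call in 22 of 30 alternatives and Polr2b in 15 of 30.

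The count of 1 serine and glycine synthesis gene in total mRNA was 2 by edgeR, 3 by DESeq2, 3 with the replicate block, 2 with the clone as a correlated block and 3 with clone means. The block gave 3 with a length correction, 3 with correlated clones, 3 by edgeR and 3 with a GC correction. Leaving out clones or numbers gave 1 to 4. The correlation of total mRNA and polysomal changes was 0.662 by Spearman, 0.824 without shared cultures and 0.901 with the block, and 0.757 to 0.901 over the fits that left out clones or numbers. Of the 11 gene list calls, 1 held under fry, 0 under an estimated correlation and 4 under fry with the block, which called 5, the fifth being the factor list in total mRNA (adjusted p 0.0350). Clone means kept all 11 and added 5 others, among them the immediate early genes (higher, adjusted p 0.0263) and the ribosomal proteins (lower, 0.0163) in TE. The leading component held 41.2% of the variance in total mRNA, 43.2% in polysomal RNA and 48.3% in TE with all genes, and 53.2%, 45.3% and 55.98% with log2(value + 10).

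Reversed signs were those of changes that were not called. Stat5b in total mRNA (-0.02) was 0.029 with quantile normalization, 0.017 with the replicate block, 0.023 with the block and a length correction, 0.020 with the block and correlated clones, 0.025 with the block by edgeR and 0.021 over the 14 matched libraries, and -0.10 to 0.046 with clones or numbers left out. Fos in total mRNA (-0.91) was 0.28 by edgeR. With clones or numbers left out the range was -0.31 to 0.32 for Rpl10 and -0.48 to 0.21 for Shmt2 in total mRNA, -0.25 to 0.63 for Stat5a and -0.42 to 0.018 for Gata2 in polysomal RNA, and -0.019 to 0.80 for Psph in TE. The cause of the reversals was not tested.

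The replicate block changed the calls given beside their results, namely Phgdh and Psat1 in total mRNA, Shmt2, Bcl2 and Fos in polysomal RNA, Ptprcap in TE, the counts above, the oxidative phosphorylation list in polysomal RNA and the ribosomal protein list in polysomal RNA and TE. In the limma and camera fits it changed no other call that the text prints, whereas under fry it added the calls named above.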

Other observations

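The tests of the number 3 shift, of shifts along chromosomes and of calls left after centring on them, of the close pair of libraries, of genes at the floor and of reads of Cct6a counted for Psph were chosen after the results were seen. The split test of fry with the replicate block and the search for shared windows of Cct6a also rest on steps added after seeing the data. The remaining tests here were written beforehand.

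Other splits of the libraries were drawn to see how often they give as many calls. In total mRNA 1 of 100 splits, the real one, gave 3369 calls, and the largest other gave 2798. In polysomal RNA 3 of 100 splits gave as many as the real one. The others gave 3737 calls, with number 3 split 1 against 5, and 1645, with 7 of the 8 R98S libraries on one side. In TE 3 of 100 splits gave at least 4 calls, and the others gave 4641, with all 6 cultures of number 3 on one side, and 4219, with number 3 split 1 against 5. The polysomal split with 3737 calls and both TE splits follow the replicate number, whereas the polysomal split with 1645 calls nearly repeats the genotype. The blocked counts are 3307 in polysomal RNA and 50 in TE. With the replicate block 1 of 100 assignments of the genotype within numbers, the real one, gave 50 TE calls, and the largest other gave 13. With clones kept whole 1 of 10 splits gave as many calls in total mRNA (largest other 15) and 1 of 10 in TE (largest other 0), the smallest share that 10 splits allow. Of 100 splits, 88 gave at least 11 gene list calls by camera (median of the others 14). For fry with the replicate block 1 of 100 assignments gave 5 calls, and no other gave more than 3.

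Own values set beside the quoted ones differ for TE. Psph was 3.93-fold higher in total mRNA on the scale of value + 1, within the quoted range. The libraries used here are among the mRNA datasets of the study, so this is no independent check. Psph TE was 1.26-fold higher (log2 fold change 0.33, or 0.58 with the replicate block). That is lower than quoted, but the quoted TE of Psph comes from ribosome footprinting, so it is another measure and this is not a failed repeat of it. The number of genes with a different TE was 4, or 50 with the replicate block. That is lower than the quoted number, which counts genes found by either ribosome footprinting or polysomal RNA and rests on another test. Ribosome footprinting was not analysed here.

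A raised ATF4 response may be asked about for Psph, a gene that responds to ATF4. The other 32 genes of the ATF4 list had a median log2 fold change of -0.37 in total mRNA, 3 of them were higher, 0 were called higher and 8 were called lower. This argues against a raised ATF4 response as the cause of higher Psph. Reads of the overlapping gene Cct6a counted for Psph stay open as a part of the level measured here. Cct6a is read too little to decide (log2 fold change 0.12, mean 11.0 normalized counts in total mRNA). The study also reported higher Psph in R98S Ba/F3 clones by quantitative PCR, and higher protein by mass spectrometry and immunoblot. Those measures use no counted reads, so the rise of Psph does not rest on this counting alone.

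Cct6a, a subunit of the CCT chaperonin that every cell uses, had a mean of 11.0 normalized counts in total mRNA and 1.02 in polysomal RNA. The other 7 subunits averaged 5681 to 8813 and 7588 to 10941. Reads shared between paralogs or pseudogenes could be lost at the mapping quality filter. Of the 2405 windows of its transcript 0% occur in annotated transcripts of other genes, so no annotated copy accounts for the gap, but copies outside annotated transcripts were not searched and reads shared between paralogs or pseudogenes stay open. A gene near 0 in these tables may therefore be one whose reads were not counted.

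Polysomal libraries of number 3 stood apart from those of numbers 1 and 2 in both genotypes, with shifts that correlated between R98S and WT (r = 0.87 across genes) and exceeded 2-fold in 29.5% of genes, against 7.71% for the genotype. The shift followed transcript length (Spearman -0.58 across genes, 10126 genes), from a median of 0.80 among the shortest transcripts (median length 1348 bases) to -0.66 among the longest (6016 bases). In total mRNA the correlation with length was 0.04. It also went with GC content (-0.27). Of the shift that R98S and WT share, measured as their covariance over genes, 62.2% was left after the trend on length was taken out of each library and 90.8% after the trend on GC content was taken out. Each of these values argues against that bias alone as the whole cause. With the trend on length removed the remaining shift went more closely with GC content (-0.53), and with GC and then length removed 44.4% was left, so transcript length bias and GC content bias may each be a part of it. A different state of the cells in that round was not tested and stays open. Length bias does not account for most of the blocked TE calls, since 46 of the 50 were still past the threshold after a length correction. Without the block the TE fold change between genotypes followed length (Spearman 0.22 across genes, against -0.03 with the block). Its median without the block ran from -0.09 among the shortest transcripts to 0.11 among the longest.

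Total mRNA calls lay on all 20 chromosomes, with at least 22.8% of genes called on each, which argues against whole-chromosome copy number as the whole cause. The calls were one-sided on several chromosomes, though. Of the calls, 11.8% were higher in R98S on chromosome 3 and 14.02% on chromosome 8, against 81.5% on chromosome 1, 80.9% on chromosome 14, 78.4% on chromosome 7 and 75.9% on chromosome 4. Median log2 fold changes ranged from -0.22 (chromosome 3) to 0.17 (chromosome 14). With every library centred on the median of each chromosome 75.5% of the 3212 calls with a position were left, and 71.6% with centring on the left and right part of each chromosome. Copy number of whole chromosomes or of their left and right parts thus cannot be the whole cause, and the lost calls leave it open as a part. Smaller segments were not centred on, so their copy number stays open.

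Clones shifted along chromosomes, such as 0.23 on chromosome 14 and 0.21 on chromosome 1 in R98S clone 11, and -0.20 on chromosome 3 in R98S clone 35. On 9 of 20 chromosomes, among them 3, 4, 7 and 8, the shifts of all R98S clones lay on one side of those of all WT clones, where 10% of chromosomes are expected by chance. The left and right parts of a chromosome shifted together over clones (r = 0.696 after a GC correction), but in 41 of 120 chromosomes in a clone the parts shifted apart (adjusted p under 0.1 against random parts of its genes, 0 in a random gene order). This argues against copy number of whole chromosomes as the cause of all shifts. After the GC correction 99.8% of the spread was left, which argues against GC content bias. Copy number of parts of chromosomes and shared regulation of neighbouring genes stay open, as no DNA was examined.

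Genes were selected for at least 20 reads in every R98S and no more than 3 in any WT total mRNA library. These limits were met by 13 genes, and with the genotypes exchanged by 0. The exchanged search includes the R98S libraries of clones 13 and 35 with number 2. There, transcripts read mainly in WT reached median shares of 55.3% and 41.9%. The count of 0 therefore cannot show that no genes were read only in WT. All 13 were at the floor in WT polysomal RNA too, which was not a limit of the selection. Loss of a stretch of DNA that holds neighbouring genes is argued against, as 0 of their 26 nearest tested genes were at the floor in WT, with a median log2 fold change of 0.10. This holds for the genes as a set and not for each of them, as Pf4 beside Ereg was near the floor (at most 4 reads in WT). Loss of a single gene, silencing, or a difference of the parent cells of the clones stays open and was not tested.

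Polysomal libraries resembled the total mRNA library of their own culture most in 9 of 14 cultures, where 2 are expected by chance, which argues against libraries of other cultures under the same name as a general pattern. The 5 exceptions were WT clone 29 of number 1 (r = -0.19 with its own), R98S clone 35 of number 3 (0.085 with its own, 0.434 with that of clone 11), R98S clone 13 of number 2 (0.212 with its own, 0.546 with that of number 1), R98S clone 11 of number 3 (0.339, against 0.398) and R98S clone 35 of number 1 (0.584, against 0.593). The polysomal libraries of R98S clone 13 with numbers 1 and 2 differed by a chi-square per gene of 4.56. The next closest polysomal pair of the same genotype was of different clones (R98S clones 11 and 35 of number 3, 10.1), and the other pairs of 1 clone with numbers 1 and 2 had 30.3 and 34.9. Pairs of different clones that do not cross number 3 had a median of 48.4, and those that cross it a median of 303.4. The pair may be from one culture under 2 numbers, which stays open, because the value is above sampling noise but technical noise of repeated libraries is unknown here.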
